A study of Mus musculus with 7 samples. Its data were reported in "Raptor determines β-cell identity and plasticity independent of hyperglycemia in mice" (2020).

How the data were processed

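Gene expression was measured on Affymetrix Clariom S arrays, which hold probe sets for annotated transcripts of the mouse genome. RNA came from green β-cells of 2-week-old mice, sorted on a lineage reporter that marks cells in which the rat insulin promoter had driven Cre recombinase. Each array was hybridised with RNA pooled from several animals of one genotype, so the arrays of a group were separate pools. Per the labels, 3 arrays were WT and 4 were Raptor knockout (KO).

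The authors deposited 1 value per transcript cluster and array on a log2 scale. The submitters' processing notes name Affymetrix Expression Console and MAS5, and the study's methods name GeneSpring, but which of these gave the deposited log2 values is not stated in the sources used here, nor are the background correction and summarisation. The values ran from 2.24 to 19.93. Between 14 and 18 transcript clusters stood at exactly 19.93 on 6 arrays, and none did on KO replicate 3, whose highest value was 19.81. A value at that upper limit is a bound, and the fold change of a transcript at the limit in both groups was not read. Such transcripts stayed in the gene lists. Detection calls were not used here, so signal over background was not known per transcript and dim transcripts were kept. The number of arrays limits the precision.

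The 22198 transcript clusters were named through the platform annotation. A single gene symbol was given for 19565 of them and several symbols for 0, and 2633 were unnamed in that table. The symbols were matched by gene identifier to the RefSeq gene table of assembly GRCm38.p6, where all 19565 were found and 0 differed. The table served for names only. The genome build of the array annotation is not given in the sources used here, and no coordinates were taken. Adrb1 and Ins1 were not named by the table and were not analysed here.

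Medians of the deposited values lay between 5.52 and 5.66. The rule fixed before the data were examined was to quantile normalize when medians differed by more than 0.1, and this was done. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariate) over all 7 arrays, with Benjamini-Hochberg adjustment over all transcript clusters. The methods' t-test, a two-sided Student test with equal variance on the same values, was an alternative. Thresholds were p 0.05, adjusted p 0.05 and 1.5-fold. Gene lists were written before the data were examined. For 33 of them, with at least 3 measured members, 1 transcript cluster per symbol was kept, that with the highest mean over the arrays, and limma camera was run with a preset inter-gene correlation of 0.01 and adjustment over the lists. Camera with an estimated correlation and fry were alternatives. A list's score on an array was the mean log2 signal of its members. Scores were compared by an exact two-sided permutation test over the 35 splits of 7 arrays into 3 and 4, whose smallest p is 0.0286.

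Genes named in the text were taken by a rule fixed before the data were examined. It took Rptor, Gcg, the genes that the study's text names from these arrays, up to 4 members of a described list with the smallest p, the brightest members of lists of other cell types, and for each direction the 10 genes with the smallest p among those with every KO array on one side of every WT array and at least 1.5-fold between the means. Predicted genes and olfactory or vomeronasal receptors were passed over, which left out 0 genes among the higher and 1 among the lower.

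WT and KO arrays share the numbers 1 to 3 in their titles. Deviations from the group means over all transcript clusters, with both groups centred on replicates 1 to 3, correlated at 0.16, 0.243 and 0.165 between arrays with equal numbers, and between -0.181 and 0.023 for arrays with unequal numbers. All 3 pairs were above the limit of 0.1 set for pairing, while no source states what equal numbers share. The main fit, the list tests and the permutation tests nevertheless took no account of the pairs. The fit with the replicate number as a block was run as an alternative, with KO replicate 4 as a block of its own, which takes that array out of the comparison.

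The other alternatives were the values as deposited, median centring, cyclic loess, filters that left out transcript clusters below the 25th percentile or the median of the mean signal, eBayes with a trend and robust variances, array weights, leaving out each array in turn, the mean over the transcript clusters of a symbol, fold limits of 1.3 and 2, and an adjusted p of 0.1. Alternatives chosen after seeing the data were 3 covariates (arrays with low Y-linked signal, the acinar score and the 3 arrays that stood apart), a fit on the other 4 arrays alone, and lists without members named by the study or with deposited values within 0.15 of 19.93 on 4 or more arrays.

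The fit was tested on simulated data for KO against WT. Values were drawn for 22198 transcript clusters with the observed means and spreads, and 50 were changed at each of 4 fold sizes. Each value was drawn independently, so the simulation held no correlation between transcript clusters and no differences between arrays of a group. Its counts hold for such data and need not hold for the real arrays. At the observed spread, 0 of 50 changed by 1.5-fold and 0 of 50 changed by 2-fold passed the adjusted threshold, against 21 of 50 at 4-fold and 33 of 50 at 8-fold, with 7 false calls among the unchanged. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.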

Results

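Expression was compared between sorted β-cells of 2-week-old WT mice (3 arrays) and mice lacking Raptor in β-cells (KO, 4 arrays) to ask which genes depend on Raptor, the defining subunit of mTOR complex 1, before diabetes develops. Each array gave a signal for 22198 transcript clusters. Values are log2 signals after quantile normalization, differences are KO minus WT, and errors are SD over the 3 WT and 4 KO arrays unless given otherwise. The insulin gene Ins2 and the glucagon gene Gcg had the highest deposited value of each of the 7 arrays. It was 19.81 on KO replicate 3 and 19.93 on the others and became 19.91 on all after normalization. No fold change could thus be read for either gene. Gcg stood at the limit in WT too, where the somatostatin gene Sst was 18.77 and the pancreatic polypeptide gene Ppy 18.09. Whether these signals came from β-cells or from other islet cells in the sort was not tested. Lists of α-, δ-, PP- and ε-cell genes therefore need not reflect β-cells alone.

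The signal of Rptor itself (transcript cluster TC1100002007.mm.2) was not lower in KO in the mean of all arrays. It was 5.98, 5.26 and 6.08 on the WT arrays and 5.99, 5.96 and 4.40 on KO replicates 1 to 3, and 8.54 on the array labelled KO replicate 4. The mean difference was 0.45 ± 0.86 (SE). In an exact two-sided permutation test, 29 of the 35 splits of the arrays gave a difference as large. Its sign rested on KO replicate 4, since it was -0.32 without that array and 1.06 without KO replicate 3. The mean signal lay at percentile 56.9 of all transcript clusters. The position of the probes relative to the deleted part of the gene is not given in the sources used here, so the signal did not check the labels. Directions below follow the labels, including that of KO replicate 4.

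Among the genes the study names from these arrays, Slc2a2, Msln and Ppp1r1a were below WT on all 4 KO arrays, each with an adjusted p of 1 in limma. Slc2a2, the main glucose transporter of rodent β-cells, was 16.37 ± 0.24 in WT and 14.43 ± 0.90 in KO, a difference of 3.84-fold. Msln, which encodes mesothelin, was 2.43-fold lower, at 10.02 ± 0.36 and 8.75 ± 0.51, and Ppp1r1a, an inhibitor subunit of protein phosphatase, was 1.86-fold lower, at 16.02 ± 0.28 and 15.12 ± 0.53. The transcription factor gene Etv1 was 2.64-fold higher in KO, at 9.34 ± 0.088 in WT and 10.74 ± 0.72 in KO. The tetraspanin gene Tspan12 was 1.82-fold higher, at 6.83 ± 0.12 and 7.69 ± 0.16, and Lratd1, which the study calls Fam84a, was 2.07-fold higher. Spats2l (1.78-fold), Cdo1, a cysteine dioxygenase (1.62-fold), Aass, an enzyme of lysine breakdown (1.54-fold), and Wipf3 (1.53-fold) were also higher. Kcnk3 was 1.28-fold and Pik3c2g 1.15-fold above WT.

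Of the 13 genes named by the study from these arrays, 12 were measured under a name here, and all 12 differed in the direction the study's text gives. For 11 of the 12 every KO array lay on one side of every WT array, Pik3c2g being the exception. With limma, 10 of the 12 had an unadjusted p below 0.05, from 0.0027 for Tspan12 to 0.0362 for Wipf3. None passed when adjusted over all transcript clusters, and 10 passed when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. Kcnk3 had an unadjusted p of 0.116 and Pik3c2g of 0.558. With the methods' t-test 11 of the 12 passed, Kcnk3 among them at an unadjusted p of 0.0376. Without WT replicate 1 the number with an unadjusted p below 0.05 was 6, and Wipf3 had a p of 0.0696 with the replicate number as a block.

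**Figure D1:**
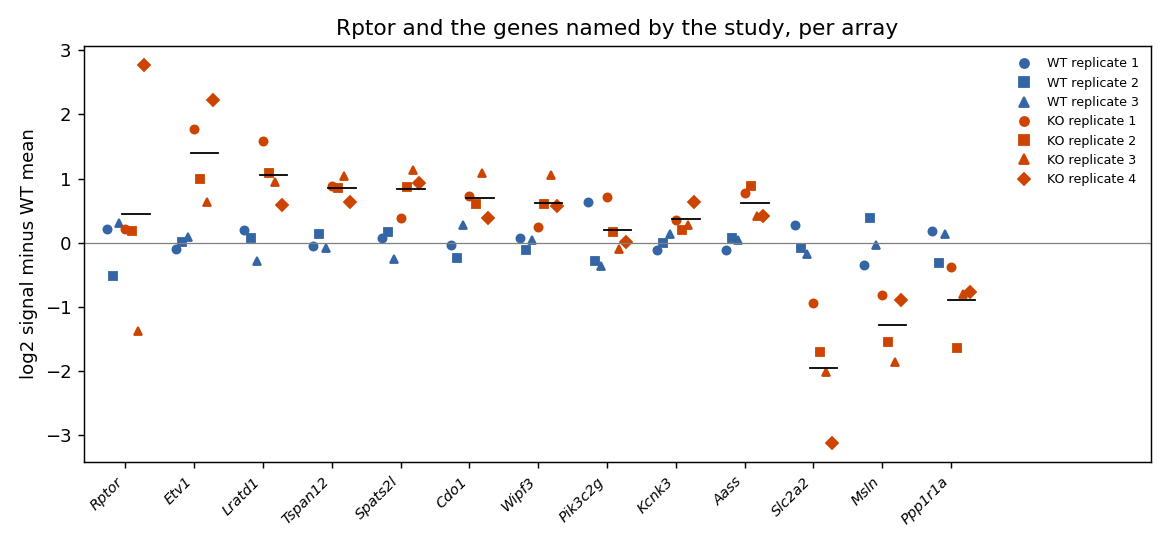
Log2 signal of Rptor and of 12 genes named by the study, per array, minus the mean of the 3 WT arrays (y axis, log2 units). Each point is an array and each horizontal line the mean of the 4 KO arrays. Slc2a2 lies below WT on all 4 KO arrays, while Rptor lies below every WT array on KO replicate 3 and above every WT array on KO replicate 4.

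Across the whole array no transcript cluster passed an adjusted p of 0.05 with limma, and the smallest adjusted p was 1. At an unadjusted p of 0.05, 484 passed, 225 higher and 259 lower in KO, where chance gives 1110 of the 22198 tested. With the further limit of 1.5-fold the number was 429, 197 higher and 232 lower. The methods' t-test gave 534 at its unadjusted threshold, 210 of them with 1.5-fold, and 0 after Benjamini-Hochberg adjustment. KO and WT values did not overlap for 872 transcript clusters, or 3.93%, where chance gives 5.71%. Without WT replicate 3 the number at an unadjusted p of 0.05 was 300, and without KO replicate 1 the number with 1.5-fold was 676.

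Among the genes higher in KO with the smallest p were Fxyd3, a regulator of the sodium-potassium pump, and Poc1b, a centriole protein. Fxyd3 was 9.89 ± 0.12 in WT and 11.45 ± 0.42 in KO, or 2.95-fold higher, with an unadjusted p of 0.00052. Poc1b was 2.63-fold higher, with an unadjusted p of 0.000893. Galnt11, a glycosyltransferase that starts O-linked glycans, was 6.77-fold higher, at 5.91 ± 0.73 and 8.67 ± 1.3. The others were Tspan12 and Lratd1 as given above, Ankrd40 (2.35-fold), Tatdn2 (2.41-fold), Gpr179 (1.94-fold), Bpifb2 (1.89-fold) and Calcoco2, an autophagy receptor (1.76-fold). Genes lower in KO were Slc2a2 and Msln as given above, Ssxb5 (2.18-fold), Echdc1, a metabolite repair enzyme (2.85-fold), Gtf2h5, a subunit of the repair and transcription factor TFIIH (2.31-fold), Ctif (2.13-fold), Fbxo22 (2.08-fold), Chp2 (1.96-fold), Treh, which encodes trehalase (1.71-fold), and Rad51b, a recombination protein (1.66-fold). The unadjusted p of the 20 genes lay between 0.00052 and 0.00872 in limma, and each had an adjusted p of 1. Some were dim, with a mean signal at percentile 0.7 of all transcript clusters for Rad51b, 25.2 for Bpifb2, 27.5 for Lratd1 and 30.6 for Calcoco2. Whether these stood over background was not known.

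The α-cell-enriched genes that the study names from these arrays formed the list with the clearest difference. Of its 9 genes 8 were measured, all 8 were above WT, 6 had an unadjusted p below 0.05, and 5 passed when adjusted over the list alone. The median difference was 0.76, with a camera adjusted p of 1.02e-09 and an adjusted p of 0.0329 with an estimated correlation. The score was 6.45, 6.33 and 6.31 on the WT arrays and 7.19, 7.03, 7.12 and 7.11 on the KO arrays. In the exact permutation test the real split was the most extreme of the 35 (p = 0.0286, the smallest possible). This test ignored the numbered pairs, and only 8 of the splits part 3 of them as the real one does. The list was chosen on these samples and is not independent evidence of its direction.

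A list of 23 other α-cell genes, none of them chosen on these arrays, did not differ. It held 14 members above and 8 below WT, with a median of 0.06 and a camera adjusted p of 0.977. None had an unadjusted p below 0.05 and none passed when adjusted over the list alone. RNA from other islet cells in the sort could mask a change in β-cells, which was not tested. Dpp4 differed by -0.52, Tm4sf4 by -0.51, Prrg2 by -0.74 and the α-cell transcription factor gene Irx1 by 0.34, with unadjusted p between 0.131 and 0.174. The median was -0.12 without KO replicate 4 and -0.03 without WT replicate 3, but 0.22 without KO replicate 3, 0.20 with array weights and 0.30 on the 4 arrays most like one another (adjusted p 0.0813).

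Genes of insulin processing, glucose sensing and granule exocytosis were lower in KO as a group by camera. Of 38 measured members 30 were below and 7 above WT, with a median difference of -0.41 and a camera adjusted p of 7.9e-05. The adjusted p was 0.681 with an estimated correlation and 0.794 with fry, and in the exact permutation test of the score 3 of the 35 splits were as extreme (p = 0.0857). The score was 13.61, 13.42 and 13.79 on the WT arrays and 13.51, 13.23, 13.02 and 12.91 on the KO arrays, and so the groups overlapped. Within each pair of equal replicate numbers the KO score was the lower. With the replicate number as a block, which takes out KO replicate 4, the median was -0.34 (camera adjusted p 0.00184). Only 5 members, all lower, had an unadjusted p below 0.05, and 0 passed when adjusted over the list alone. They were Slc2a2, Msln and Ppp1r1a, Slc30a8, the zinc transporter of the insulin granule (1.95-fold), and Entpd3, an ectonucleotidase of the β-cell surface (2.57-fold). Without Slc2a2, Msln and Ppp1r1a, which were chosen on these samples, the median was -0.35 and the camera adjusted p 0.00454. The median was -0.26 without WT replicate 3 (adjusted p 0.00628), -0.21 with array weights (adjusted p 0.00147) and -0.16 on the 4 arrays most like one another (adjusted p 0.0791).

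The 19 measured β-cell transcription factors did not differ as a group, with 9 above and 10 below WT, a median of -0.01 and a camera adjusted p of 0.676. The median was 0.20 without KO replicate 4, and -0.28 without KO replicate 1 or without WT replicate 2, and it did not pass with any of the 7 arrays left out. Bhlha15 differed by 0.62, Rfx6 by -0.70, Esrrg by -1.47 and Insm1 by -0.35, none with an unadjusted p below 0.05. None passed when adjusted over the list alone. Pdx1 was 8.49 ± 1.6 in WT and 7.66 ± 0.75 in KO, and Nkx6-1 was 10.55 ± 0.62 and 10.58 ± 1.2. Both were chosen after their values were seen. Genes normally silent in β-cells were level in the median, at 0.02 over 30 members, and Tspan12 and Aass were the only ones with an unadjusted p below 0.05.

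Camera called 2 of the 33 lists at an adjusted p of 0.05. With an estimated correlation and with fry it was 1, the α-cell genes chosen by the study. With the replicate number as a block, which takes out KO replicate 4, it called 8, against 2 without that array and with no block. The lists added by the block were markers of δ-, PP- and ε-cells (median 0.23, adjusted p 0.00589), sterol and lipid synthesis (-0.33, adjusted p 0.00589), lysosome and autophagy (-0.20, adjusted p 0.0159), ATF4 targets (-0.18, adjusted p 0.0499), acinar genes (-0.68, adjusted p 0.000228) and Y-linked genes (1.36, adjusted p 0.0159). Single arrays also decided this number, which was 5 without WT replicate 2, 6 without WT replicate 3 and 4 without KO replicate 3.

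**Figure D2:**
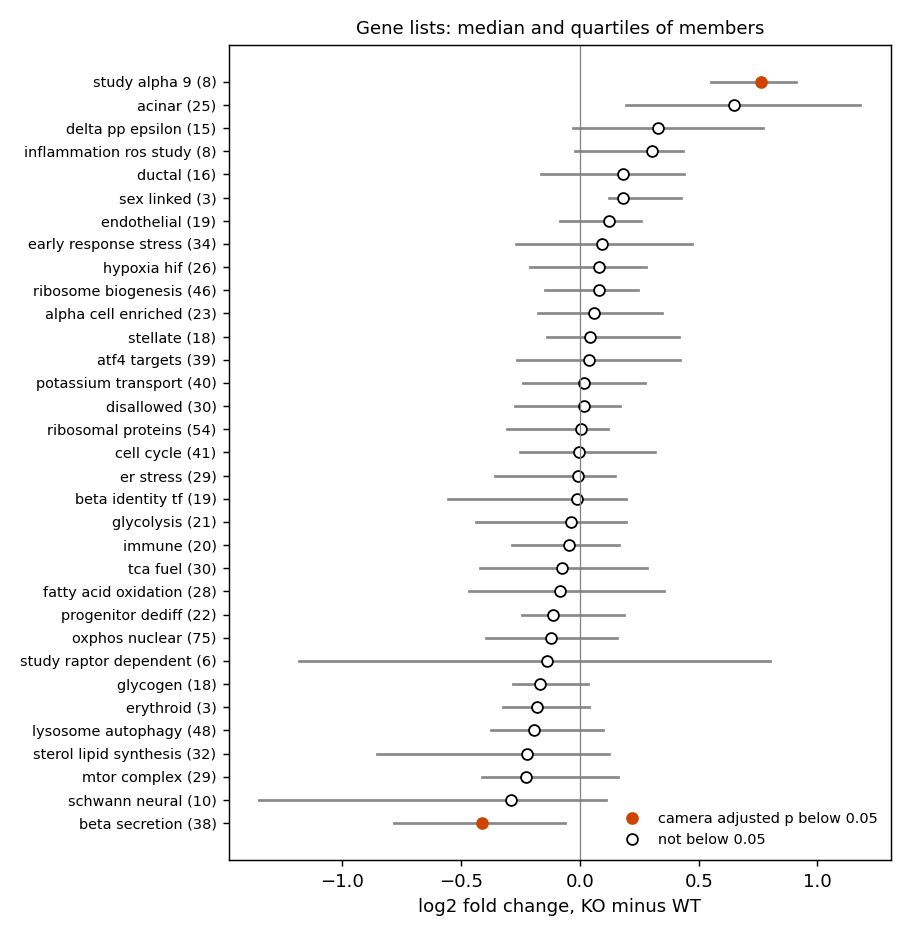
Median log2 fold change of each gene list, KO minus WT (x axis, log2 units; points), with the quartiles of its members (lines) and the number of measured members in parentheses. Filled points passed a camera adjusted p of 0.05, which were the α-cell genes chosen by the study at 0.76 and the secretion genes at -0.41, the latter with an adjusted p of 0.681 with an estimated correlation.

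Pancreatic acinar genes, which a sort for β-cells should remove, differed between arrays by far more than between groups. The acinar score was 11.07, 14.72 and 7.14 on the WT arrays and 9.09, 12.83, 9.0 and 15.45 on the KO arrays. The amylase gene Amy2a5 was 16.59 ± 4.9 in WT and 17.78 ± 2.3 in KO, and the carboxypeptidase gene Cpa1, chosen after its values were seen, ran from 7.65 to 17.45. The median over 25 members was 0.65, with a camera adjusted p of 0.414. Single arrays turned it and made it pass, at 2.85 without WT replicate 2 (adjusted p 6.39e-06), 1.66 without KO replicate 3 (adjusted p 0.0215) and -1.51 without WT replicate 3 (adjusted p 0.0269). Y-linked genes also varied within both groups. Their mean was 8.55, 8.41 and 4.42 on the WT arrays and 8.84, 8.89, 7.49 and 4.52 on the KO arrays. Over all transcript clusters, WT replicate 3, KO replicate 3 and KO replicate 4 stood apart, with a median correlation of 0.933, 0.937 and 0.924 with the other arrays, against 0.954 to 0.961 for the remaining 4.

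**Figure D3:**
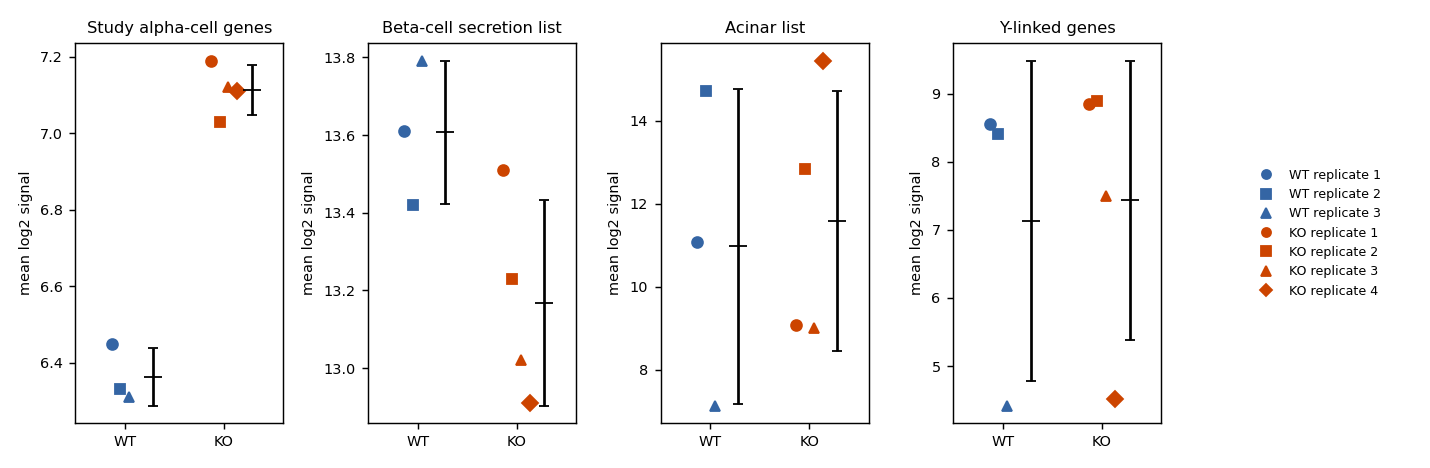
Mean log2 signal (y axes) of 4 gene lists on the 3 WT and 4 KO arrays. Points are arrays, and bars show the mean and SD of a group. The study's α-cell genes separate the groups, the secretion genes overlap at WT replicate 2 and KO replicate 1, and the acinar and Y-linked genes spread within both groups.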

Values the study reported

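The study reported 9 α-cell-enriched genes as higher in β-cells of 2-week-old knockout mice on these arrays.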

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

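The 3 covariates and the fit on 4 arrays were chosen after the data had been seen, as was the test of genes that escape X inactivation once the Y-linked values were known. Among 63 groups of 4 KO values tested (named genes and list scores), 3 had a value standing far from the others, where chance gives about 3.2. The KO values of Echdc1 had a gap of 0.863 of their range, with 7.38 on KO replicate 2 and 6.43 to 6.56 on the others. The score of the δ-, PP- and ε-cell list had a gap of 0.878, with 10.09 on KO replicate 1 and 9.19 to 9.30 on the others. The score of the ribosome biogenesis list had a gap of 0.839, with 7.34 on KO replicate 4 and 7.60 to 7.65 on the others.

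Fewer transcript clusters passed an unadjusted p of 0.05 (484, or 2.18%) than the 1110 that chance gives, and other groupings of the arrays gave more. Of the 35 splits, 31 gave as many at that threshold (highest other 2815), 31 as many with 1.5-fold (real 429, highest other 2551), 35 as many past the adjusted threshold (real 0, highest other 41) and 29 as many gene lists (real 2, highest other 11), so chance cannot be excluded for any of the 4; among the 8 splits that part 3 numbered pairs as the real one does, 6, 6, 8 and 4 did. The split that set WT replicate 3, KO replicate 3 and KO replicate 4 against the other 4 arrays gave 2815 and 41, which points to a structure of the arrays that crosses the groups. Marking these 3 arrays by a covariate gave 601, marking the arrays with low Y-linked signal 712 and adjusting for the acinar score 517. All were below 1110, so none of these adjustments, as fitted, brought the count up to the chance level. Each removes only a single shift shared by the marked arrays, or a single slope on the acinar score. The marked arrays also differed from one another, and KO replicates 3 and 4 correlated at 0.899, the lowest of any pair within a group. These counts therefore cannot exclude the causes they stand for. The replicate block gave 579, but it takes out KO replicate 4 and leaves few residual degrees of freedom, so this count cannot decide. The 8 splits that part 3 numbered pairs gave 444 to 665, against a median of 907 over the splits other than the real one. A difference shared by equal numbers thus stays a candidate for the low count. Any of these or a combination may still account for the low count, and a Raptor effect smaller than the spread between pools stays open and untested.

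Y-linked genes were low on WT replicate 3 and KO replicate 4, although the study's methods describe male animals. Against the mean of the other 5 arrays, Kdm5d fell by 4.5, Uty fell by 4.3 and Eif2s3y fell by 3.08 on the log2 scale. Among 500 genes of like mean signal, the fall of each of the 3 lay at or below percentile 1, which argues against a general loss of signal on these arrays. Female animals in these pools are a candidate explanation that the data left open. Only 1 of 4 genes that escape X inactivation (Eif2s3x, but not Kdm6a, Ddx3x or Kdm5c) was higher on both arrays. Against the other 5 arrays, Eif2s3x differed by 1.16, Kdm6a by -1.06, Ddx3x by -2.25 and Kdm5c by -0.15. The falls of Kdm6a and Ddx3x run against female pools. Yet genes of like signal varied by an SD of 1.04 in the same contrast, about as much as a doubling of the X chromosome would add. The female-specific transcript Xist and the Y-linked gene Ddx3y were not measured under a name here.

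Rptor was not lower in the KO mean and was highest on the array labelled KO replicate 4. Exchanging the labels of WT replicate 3 and KO replicate 4 gave 478 transcript clusters at an unadjusted p of 0.05 against 484 as labelled, too close to decide. Over the 100 clearest transcript clusters of WT against KO replicates 1 to 3, KO replicate 4 lay at a median of 0.35 between WT (0) and KO (1), but each array left out in the same way gave no better guide, with WT arrays at 0.75 to 0.78 and KO replicates 1 to 3 at 0.15 to 0.48, so these counts and positions left the exchange open. Genes named by the study followed the labels, with Slc2a2 at 16.19 on WT replicate 3 and 13.25 on KO replicate 4, Etv1 at 9.43 and 11.56 and Tspan12 at 6.75 and 7.47, but they were chosen on these arrays as labelled. The study also found these directions in INS-1 cells, a β-cell line, after Raptor was depleted. It lists the same genes as changed in sorted β-cells of older knockout mice, where Slc2a2 and its protein were lower. Read against these directions from other samples, the values on WT replicate 3 and KO replicate 4 argue against an exchange for these genes. The genes are few and were picked partly on these arrays, so an exchange is not excluded. The study reports hardly any Rptor mRNA in β-cells of older knockout mice, a loss that the array signal did not show. Probes outside the deleted part may equally give an unchanged signal, and the percentile of 56.9 for its level does not bear on where they lie.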

How the results depend on the processing

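The covariates, the fit on 4 arrays and the shortened lists were chosen after seeing the data. No transcript cluster passed an adjusted p of 0.05 in limma or the methods' t-test under any alternative run, nor 0.1 in the main setting. The list of α-cell genes chosen by the study kept its direction and its call in every alternative run, with medians from 0.65 to 0.80. With the filters on mean signal, 311 passed an unadjusted p of 0.05 above the 25th percentile and 177 above the median, where 177 also passed 1.5-fold, 6 of the study's genes passed and 4 lists were called, with sterol and lipid synthesis and Schwann cells and neurons added. Cdo1 (p 0.0546) and Wipf3 (p 0.0788) were still tested there and lost their call. With 1.5-fold the methods' t-test gave 210, and a 2-fold limit gave 165. The replicate block, which takes out KO replicate 4, called 8 lists. Rptor was at -0.32, the other α-cell genes at -0.12, β-cell transcription factors at 0.20, ATF4 targets at -0.18 and acinar genes at -0.68, the same values as without KO replicate 4 and no block, so leaving out that array turned these signs. Without that array and with no block, 2 lists were called, none of these 5 passed and Wipf3 had a p of 0.0535. The block added the list calls given with the results, Wipf3 had a p of 0.0696, and no other call changed. The secretion list stayed at -0.41 but lost its call with fry and with an estimated correlation, each of which called 1 list, it was -0.21 with array weights, and on the 4 most alike arrays it was -0.16, with 5 lists called, cell cycle genes at 0.11 and acinar genes at -2.15. The median of β-cell transcription factors, never past the threshold, was 0.035 with cyclic loess, 0.049 with array weights and 0.091 with the acinar covariate. Leaving out 1 array at a time gave 300 to 697 at an unadjusted p of 0.05, 295 to 676 with 1.5-fold, 6 to 9 of the study's genes, and 2 to 6 lists. It gave -0.54 to -0.26 for the secretion list, which kept its call, -0.32 to 1.06 for Rptor, -0.12 to 0.22 for the other α-cell genes, -0.28 to 0.20 for β-cell transcription factors, -0.084 to 0.23 for cell cycle genes and -1.51 to 2.85 for acinar genes. Where no cause is named, the cause was not tested. Of 694 values for the other 29 lists, 667 kept their side of the threshold, 76 of them with a change of sign while uncalled. Of 552 values for 28 named genes, 525 kept their side, 26 lost an unadjusted p below 0.05, 1 (Kcnk3, with the methods' t-test) gained it and 0 turned. Signal over background is unknown here and limits dim transcripts.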

Other observations

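Most metabolic and stress lists did not differ between KO and WT at an adjusted p of 0.05 in camera. Fatty acid oxidation had a median of -0.08 over 28 members, and its 3 members with an unadjusted p below 0.05 were all higher in KO. These were Acox3 (1.62-fold), Eci2 (2.0-fold) and Acaa1a (1.54-fold). Potassium transport had a median of 0.02 over 40 members, a camera adjusted p of 0.414 and a fry adjusted p of 0.292 for change in either direction, and Fxyd3 alone passed when adjusted over the list alone (0.0212). Kcnj2 (1.94-fold) and Atp1b2 (1.72-fold) were also higher at an unadjusted p below 0.05. Among fuel metabolism genes (median -0.07), the mitochondrial citrate carrier gene Slc25a1 was 2.74-fold lower. Respiratory chain subunits had a median of -0.12, with an adjusted p of 0.205, and other settings made it pass. It was -0.19 (adjusted p 0.0189) on the values as deposited, -0.21 (0.034) with median centring, -0.24 (0.0212) with the 3 arrays that stood apart as a covariate, -0.36 (0.00247) without WT replicate 2 and -0.26 (0.00401) without KO replicate 3, but 0.15 (0.367) without WT replicate 3. Sterol and lipid synthesis had a median of -0.22, with Nsdhl 2.45-fold and Ebp 2.29-fold lower and Insig2 1.57-fold higher. It passed without WT replicate 1 (-0.45, adjusted p 0.0365) and without KO replicate 2 (-0.35, adjusted p 0.0371), and on all 7 arrays among transcript clusters above the median signal (-0.26, adjusted p 0.0296). Lysosome and autophagy genes had a median of -0.20, with Cln3 1.72-fold higher and Hexa 2.46-fold lower. They passed without WT replicate 3 (-0.25, adjusted p 0.00194), with array weights (-0.21, adjusted p 0.0394) and on the 4 most alike arrays (-0.16, adjusted p 0.0153). Over all alternatives run their median lay between -0.30 and -0.06. For none of these lists but potassium transport did a member pass when adjusted over the list alone.

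Other islet hormones were above WT in the mean without passing the test. Which cells of the sort carried them was not determined. Sst, which encodes somatostatin, was 18.77 ± 0.84 in WT and 19.57 ± 0.24 in KO, and Ppy, which encodes pancreatic polypeptide, was 18.09 ± 1.9 and 19.03 ± 0.82. On WT replicate 3 Sst was 17.83 and Ppy 15.85. The other WT arrays had 19.45 and 19.04 for Sst and 19.15 and 19.27 for Ppy, so the higher KO mean of Ppy rested on WT replicate 3. The δ-, PP- and ε-cell list had a median of 0.33 over 15 members and a camera adjusted p of 0.205, and on the 4 most alike arrays it passed (0.25, adjusted p 0.0286). Among markers of other cells, medians were 0.18 for duct (Krt7 at 13.5 ± 0.1 in WT and 13.29 ± 0.87 in KO), 0.12 for endothelium (Emcn at 6.92 ± 0.56 and 6.85 ± 1.2), -0.05 for leukocytes (Laptm5 at 7.66 ± 0.79 and 6.78 ± 0.61), 0.04 for stellate cells (Sparc at 7.32 ± 1.3 and 6.45 ± 2.9), -0.18 for red cells and -0.29 for Schwann cells and neurons. In the last list Pmp22, a myelin gene, was 3.25-fold lower, at 8.63 ± 0.49 and 6.93 ± 1.3, and Dbh, a gene of noradrenaline synthesis, was 14.24 on WT replicate 3, 4.94 and 5.35 on the other WT arrays and 5.48 ± 0.66 in KO. The list's score was also highest on WT replicate 3, at 6.91 against 5.06 to 5.43 on the others, and without that array its median was -0.02. None of these lists passed an adjusted p of 0.05 with all transcript clusters and arrays. Duct markers did without WT replicate 2 (0.36, adjusted p 0.0298), and so did the 4 Schwann cell and neuron genes above the median signal (-1.67, adjusted p 0.0296).

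The remaining medians were -0.23 for mTOR complex subunits and regulators, 0.04 for ATF4 targets, 0.08 for ribosome biogenesis, -0.04 for glycolysis, 0.08 for HIF targets, -0.17 for glycogen genes, -0.01 for the unfolded protein response, 0.09 for immediate-early and heat-shock genes, -0.12 for progenitor and dedifferentiation markers, and 0.30 for inflammation genes named by the study from older mice. Y-linked genes had a median of 0.18. Ribosomal proteins had a median of 0.005, which was -0.09 on the values as deposited, and cell cycle genes one of -0.002. None of these lists passed in camera with all transcript clusters and arrays. Without WT replicate 3, mTOR complex genes (-0.29, adjusted p 0.0102) and cell cycle genes (0.23, adjusted p 0.0174) did. Over all alternatives run the median of the mTOR complex genes lay between -0.29 and -0.08. Median and camera direction differed in sign for ATF4 targets, ribosomal proteins and cell cycle genes. A further list held only the 6 genes named in the study's text among those it calls Raptor-dependent. They were chosen on these samples, 3 higher and 3 lower, so their median of -0.14 and a directional test decide nothing.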
